A study of Gallus gallus with 51 samples. Its data were reported in "Large Scale Gene Expression Profiles of Regenerating Inner Ear Sensory Epithelia" (2007).

How the data were processed

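The samples were chicken cochlear sensory epithelia, the sheets of hair cells and supporting cells of the hearing organ. Cultures had been treated with neomycin, an aminoglycoside antibiotic that kills hair cells, and each was set against an untreated culture of the same age. Recovery times were 0 hr, 24 hr and 48 hr after the end of the treatment. Each array was a two-colour hybridisation of neomycin RNA against time-matched control RNA, with the probes made to human transcription factor genes and each probe spotted 2 times.

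Per the file headers, the authors' scanner files were ImaGene output with the spot and local background intensity of each dye, not normalized. The deposited matrix held log2 ratios of neomycin over control. Each of its 51 columns equalled the log2 ratio computed from the scanner intensities to within 1e-06, so these values were neither background-corrected nor normalized by the authors, and 28 columns had a median over 0.5 in size. They served only as an alternative, with each array centred on its median.

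The labels gave the time point, the biological replicate number, a suffix (3 or 5) and an array number. Suffix 3 marked neomycin RNA in Cy3 and suffix 5 neomycin RNA in Cy5, and the dye named in the image header of the neomycin channel equalled the suffix on 51 arrays. On 1 array, 0 hr replicate 3 suffix 5 array 3, the headers named Cy5 for both RNAs, and on 6 arrays the word Coch stood in the place of the control. All arrays were turned so that a positive log2 ratio meant more signal from neomycin RNA. Arrays of 1 biological replicate were technical copies of the same RNA pair, and there were 9 biological replicates, 3 per time point.

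Values were computed with R 4.3.3 and limma 3.58.1, and figures with Python 3.11.15 and matplotlib 3.10.9. Signal means were background-corrected by normexp with an offset of 50 and normalized by loess within each array, with control spots at weight 0. The 19 negative-control probes and 8 mismatch-named probes of 2 genes were left out, which made 27 of the 1536 probes and left 1509. The 2 spots of a probe were averaged. Arrays of a biological replicate were averaged within each suffix and then over both suffixes, so that a replicate gave 1 value per probe. The dimmest 15% of gene probes by mean intensity, 227 probes, were left out, and 1282 were tested. No spot carried a quality mark in the files, and 7 spot medians of 0 were raised to 1 where signal medians were used.

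Time-point means and their differences were fitted with limma (lmFit and eBayes) over the 9 biological replicates, which share 1 estimate of the spread, and p-values were adjusted by the Benjamini-Hochberg method within each comparison. A probe passed at an adjusted p under 0.05, and the number also past 1.2-fold was counted. An F test in limma covered the 3 time points together. Gene sets were tested with limma's camera at its preset correlation of 0.01, with camera at an estimated correlation and with fry beside it. The zinc finger set held probes whose name starts with ZNF, ZFP or ZF, and 4 short lists came from the study's text: a core list, circadian genes, Polycomb genes and regulators of p27. The study drew the first 3 from results that include these samples. For the p27 regulators it cited earlier literature, but it picked some of them out of its own differentially expressed genes. TRIP15 is in both this list and the core list, so the p27 list is not independent of these samples either. A probe was called detected at a time point when its signal was above the 95th percentile of the negative-control spots of the same array and dye in at least 80% of the array-channels (1 dye of 1 array).

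The tests, the samples in each fit, the alternatives and the rule for naming genes were fixed before the data were examined. By that rule the named genes were, at each time point, the 5 with the largest change among probes that passed with the same sign in every replicate and suffix. In each contrast they were the 3 with the largest difference among those that passed. Where fewer passed, the probes with the smallest p filled the number and were said not to pass. A part of the genes in the study's text, 41 names fixed in the same rule, was counted as a group. It held the 4 lists, a few single genes and the genes described as moving alike in cochlea and utricle after neomycin, and other genes in that text were not looked at as a group. Names were matched to older names of the array's design where the study pairs the names. ZNF44 was an exception: it was taken from the probe of that name, although the study pairs it with another name of the array. Of 1507 gene names, 754 equalled a chicken gene symbol in the GRCg7b annotation and 817 a symbol or synonym, and the names of the array's design were kept. No coordinates were used.

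The fit was tested on simulated data made from these arrays, with 200 of the 1282 probes changed at 48 hr. Every simulated spot lay above its local background. On the real arrays up to 81.5% of an array's spots in Cy3 and 89.0% in Cy5 did not. The shares recovered in the simulation therefore need not hold on the real arrays. A true log2 change of 1 was recovered for 84.5% of the changed probes with 1.17% of calls false. A change of 0.6 was recovered for 30.5% with 4.69% false, and a change of 2 for 99.0% with 6.60% false, which is above the 5% aimed at. The slope of fitted on true log2 change was 1.46, against 0.98 with plain background subtraction, so the background correction enlarged log2 sizes in these simulated data. Whether it did so on the real arrays is not known. Earlier versions of the simulation, which drew signals with the background included or let the dye bias not vary between replicates, gave steeper slopes and too many false dye calls, and the simulation was then changed. A first fit of the real arrays with some of the alternatives had been run before this test.

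Alternatives covered the background correction, the normalization within and between arrays, the spot measure, the filter on dim probes, the collapsing of technical arrays, array weights, the date of image quantification, the replicate number as a block, the deposited matrix and each time point fitted alone. They also covered the methods' t-test, each replicate left out in turn, the set test and the detection limits. Under background subtraction with a floor of 0.5, 363 probes of 1 array had no loess value and were left out of the averages. The headers gave 14 quantification dates, 11 of them with more than 1 array. Arrays of 2 time points shared 1 date, which covered 11 arrays, and no date held arrays of more than 1 replicate number, so the date entered as a random block. The number of arrays limits the precision of every value.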

Results

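The data set covered 51 two-colour arrays of chicken cochlear sensory epithelia, each comparing neomycin-treated with time-matched control RNA. There were 17 arrays at 0 hr (8 with suffix 3 and 9 with suffix 5), 16 at 24 hr (7 and 9) and 18 at 48 hr (9 and 9), from 3 biological replicates at each time point. Each array held 1536 probes in 2 spots each. The median spot signal of an array ranged from 459.7 to 3636 in Cy3 and from 261.5 to 3190 in Cy5. Spots at or below their local background made up between 0% and 81.5% of an array in Cy3 and between 0.098% and 89.0% in Cy5. The highest Cy5 share was in 0 hr replicate 1 and the highest Cy3 share in 24 hr replicate 1.

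The first question was how well arrays repeated each other. Across the 1282 tested probes, which are not independent replicates, the median Pearson correlation between log2 ratios of 2 arrays was 0.49 for the 55 pairs of the same biological replicate and suffix. It was 0.20 for the 76 pairs of the same replicate with opposite suffixes. For the 278 pairs from different replicates of 1 time point the median was -8.4e-05, and 139 of these pairs were negative. The 866 pairs from different time points had a median of 0.055. The alternative that moved the first of these most was background subtraction with a floor of 0.5, with a median of 0.29.

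**Figure D1:**
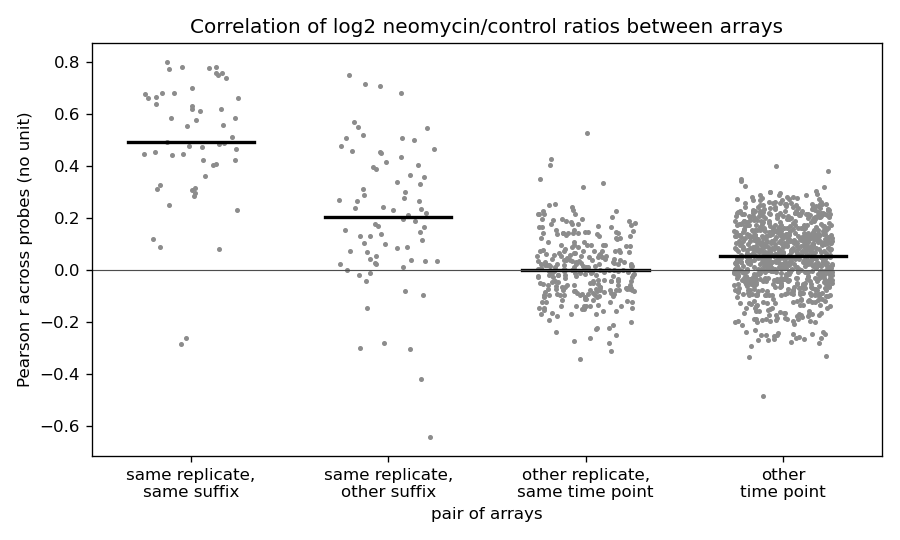
Pearson correlation (no unit) of log2 neomycin/control ratios across probes for every pair of arrays, by kind of pair, with 1 grey dot per pair and a black bar at the median. Pairs of the same replicate and suffix have a median of 0.49, and pairs from different replicates of the same time point spread around 0.

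Among the biological replicates, 298 of 1282 probes (23.2%) had the same sign in all 3 replicates at 0 hr, 343 (26.8%) at 24 hr and 391 (30.5%) at 48 hr, where chance gives 25%. The alternative that moved the 0 hr share most was median centring in place of loess, which gave 29.95%. Correlations between replicate values at 1 time point ranged from -0.12 to 0.37 at 0 hr, from -0.03 to 0.25 at 24 hr and from -0.14 to 0.17 at 48 hr.

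The main question was which transcription factor genes differed between neomycin and control epithelia at each recovery time. In limma, 0 of 1282 probes had an adjusted p under 0.05 at 0 hr, 24 hr or 48 hr, so 0 passed in the union of the 3 lists. The unadjusted p was under 0.05 for 38 probes at 0 hr (12 higher and 26 lower with neomycin), 107 at 24 hr (28 and 79) and 58 at 48 hr (24 and 34), where chance gives 64.1. These unadjusted counts rested on single replicates, and at 0 hr also on 1 array. Without replicate 3 suffix 5 array 2 the 0 hr count was 60, and with that array turned it was 61. Without replicate 1 of the same time point the 0 hr count was 74 and the 48 hr count 7, without replicate 2 the 24 hr count was 49 and the 48 hr count 109, and without replicate 3 the 0 hr count was 24. The smallest adjusted p was 0.9997 at 0 hr, 0.588 at 24 hr and 0.784 at 48 hr. The methods' t-test on the same replicate values also had 0 probes at an adjusted p under 0.05 at each time point. At its 1.2-fold and unadjusted limits that test counted 14, 29 and 16 probes. At the adjusted threshold, the alternative that moved the 24 hr count most was the fit of single arrays with the quantification date as a random block, with 73 probes. The methods' t-test over single arrays treated as independent counted 64 at that threshold. It counted 111 at its 1.2-fold and unadjusted limits with the same trend in 80% of arrays. In limma over single arrays with the biological replicate as a random block, 0 probes passed at 0 hr, 34 at 24 hr and 4 at 48 hr. With array weights as well, 56 passed at 0 hr, 21 at 24 hr and 2 at 48 hr. The F test in limma over the 3 time points gave 0 probes, with 49 at an unadjusted p under 0.05 and a smallest adjusted p of 0.879.

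No gene met the naming rule, so the genes with the smallest p are given, none of which passed. At 0 hr these were NOT56L, PAX9, PREB, MEF2B and KIAA0540. The smallest p belonged to NOT56L, with a mean log2 ratio of 0.43 ± 0.10 (SD, n = 3) and higher signal with neomycin in 3 of 3 replicates. It was above the negative controls on only 5.88% of the 0 hr arrays in either RNA. MEF2B had the largest change of the 5, at -1.36 ± 1.25 (SD, n = 3), and its replicates ranged from -2.57 to -0.07.

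At 24 hr the genes were PAF65A, TRAF6, MCM7, MTA1 and KIAA0130, all lower with neomycin in 3 of 3 replicates. PAF65A had a mean log2 ratio of -1.95 ± 1.64 (SD, n = 3), with replicates between -3.74 and -0.54. MCM7 had a smaller change with less spread, -0.53 ± 0.14 (SD, n = 3), but it was above the negative controls on only 6.25% of the 24 hr arrays in neomycin RNA and 18.8% in control RNA. The adjusted p in limma was 0.588 for each of the 5.

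At 48 hr the genes were ETV1, SIX2, GTF2F1, ELL2 and POU4F3. ETV1 was lower with neomycin in 3 of 3 replicates, at -1.06 ± 0.65 (SD, n = 3), which is 2.09-fold, and its adjusted p in limma was 0.784. POU4F3, a hair cell transcription factor, was lower with neomycin, with a mean log2 ratio of -0.79 ± 0.80 (SD, n = 3), with replicates at -1.60, -0.76 and -0.01. Its mean log2 ratio was 0.15 at 0 hr and 0.03 at 24 hr, so it was not lower at the earlier times. ELL2 was higher in 3 of 3 replicates. Its control RNA was above the negative controls on no array at 48 hr, so no size is given for it.

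A further question was whether the neomycin/control ratio differed between recovery times. In limma, 0 probes passed for 24 hr minus 0 hr, 48 hr minus 24 hr or 48 hr minus 0 hr, with 17, 51 and 19 probes at an unadjusted p under 0.05. The smallest adjusted p values were 0.998, 0.848 and 0.998. The alternative that moved 48 hr minus 24 hr most was the fit of single arrays with the quantification date as a random block, with 14 probes. For 48 hr minus 0 hr it was the fit of single arrays with array weights, with 12 probes, and 24 hr minus 0 hr had 0 under each alternative. The genes with the smallest p, none of which passed, were PIG7, RUNX2 and TRIP15 for 24 hr minus 0 hr, ETV1, CROC4 and PAX1 for 48 hr minus 24 hr, and PAX1, CORO1A and SP2 for 48 hr minus 0 hr. PAX1, a dim probe with a mean log2 intensity of 9.20, had a mean log2 ratio of -0.69 at 0 hr and 0.48 at 48 hr, a difference of 1.17 with a standard error of 0.32 and an adjusted p of 0.998 in limma.

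Of 41 gene names chosen beforehand from the study's text, which names more, 40 were among the probes, some under the older names of the array's design, and 38 were tested, with PER1 and CBX6 left out as dim. JUND was not analysed here, since no analysed probe was matched to that name. In limma, 0 of the 38 passed at any time point over all probes tested, and 0 when adjusted over the list alone. The latter is not independent evidence, because most of the list was chosen on results that include these samples. At an unadjusted p under 0.05 there were 4 genes at 0 hr, 5 at 24 hr and 3 at 48 hr. TRIP15 at 0 hr had a mean log2 ratio of -0.51 ± 0.35 (SD, n = 3), 1.42-fold lower with neomycin in 3 of 3 replicates. Its adjusted p in limma was 0.9997.

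The study described zinc finger genes that peak late in the cochlea. Here the set was not limited to those genes: all 112 tested probes with a zinc finger name were compared with the other 1170. At 48 hr the mean log2 ratio was 0.10 in the set and -0.02 in the rest, a difference of 0.13 with an adjusted p of 5.59e-05 by camera at its preset correlation. The difference did not pass with fry (adjusted p 0.588) or with camera at an estimated correlation (adjusted p 0.400). By replicate the difference was 0.38 in replicate 1, -0.02 in replicate 2 and 0.03 in replicate 3, which is 0.13 ± 0.22 (SD, n = 3). Without replicate 1 it was 0.00075, with an adjusted p of 0.947 by camera, and this was the alternative that moved it most. The set difference was 0.05 ± 0.02 (SD, n = 3) at 0 hr and 0.08 ± 0.10 (SD, n = 3) at 24 hr, with adjusted p values by camera of 0.103 and 0.0296. For 48 hr minus 0 hr it was 0.079, with an adjusted p of 0.0175 by camera and 0.658 by fry. The filter on dim probes had removed 34.9% of the 172 zinc finger probes and 12.5% of the others, and 23 of the 112 tested were never above the negative controls in either RNA at 48 hr.

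**Figure D2:**
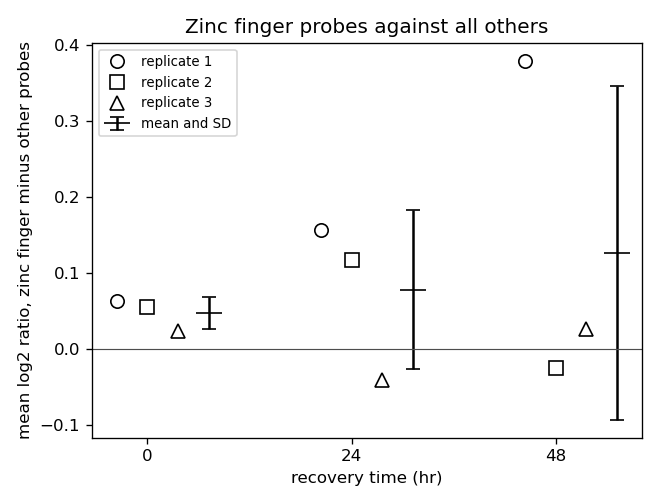
Mean log2 neomycin/control ratio of the zinc finger probes minus that of all other probes (vertical axis) at each recovery time in hr (horizontal axis). Open symbols are the 3 biological replicates, with their mean and SD beside them, and replicate 1 at 48 hr lies at 0.38 while the others lie at -0.02 and 0.03.

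The 4 short lists of the study were tested at each time point, 12 tests in all. By camera at its preset correlation 2 of 12 passed. The core list of 6 genes was lower at 0 hr by 0.40 than the other probes, with a mean log2 ratio of -0.43 and an adjusted p of 0.0445. The 5 tested circadian genes were higher at 0 hr by 0.24, with a mean of 0.21 and an adjusted p of 0.0445. Of these 5, BHLHB3 and PER2 were above the negative controls on 0% of the 0 hr arrays in either RNA and CLOCK on 5.88%, so 3 of the 5 ratios came from probes at or near background. The alternatives that moved this count most were fry and camera at an estimated correlation, each with 0 of 12 passing and 2 at an unadjusted p under 0.05. The Polycomb list and the p27 regulators passed at no time point with camera, and within the p27 regulators at 0 hr the mean was -0.05 while the median was 0.01.

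Detection was scored against the negative-control spots. Of 1509 gene probes, 72 were detected at 0 hr, 26 at 24 hr and 58 at 48 hr, with 10 detected at all 3 time points and 110 at any. The alternative that moved these most was to require 50% of the array-channels, which gave 213, 93 and 313. Among the tested probes, 130 at 0 hr, 219 at 24 hr and 116 at 48 hr were never above the negative-control percentile in either RNA.

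Time-point means were also compared with each other across probes, which are not independent replicates. The Pearson correlation of mean log2 ratios was 0.49 between 0 hr and 24 hr (Spearman 0.39), 0.21 between 24 hr and 48 hr (Spearman 0.18) and 0.30 between 0 hr and 48 hr (Spearman 0.27). The alternative that moved the first most was background subtraction with a floor of 0.5, with 0.20. The dye effect, the bias of a probe towards Cy5 or Cy3 that opposite suffixes cancel, passed in limma for 0 of 1282 probes, with 64 at an unadjusted p under 0.05. This tests only a bias shared by all 9 replicates. In replicates 1, 2 and 3, the means of opposite suffixes correlated by -0.14, 0.63 and 0.007 at 0 hr. The values were 0.29, 0.81 and 0.37 at 24 hr, and 0.47, 0.007 and 0.07 at 48 hr. Where they were near or below 0, the suffixes of a replicate did not repeat each other. The SD of log2 ratios of the 19 negative-control probes was 0.34 against 0.41 for gene probes.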

Values the study reported

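The study counted 484 genes as differentially expressed over the cochlear neomycin time course, at more than 1.2-fold and a p-value under 0.05. For TRIP15 in the cochlea at 0 hr it gave an array fold change of −1.47 and a quantitative PCR fold change of −1.25. It placed 61 zinc finger genes among those peaking in the cochlea at 48 hr.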

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

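The tests of a wrong dye direction and of dye bias for single arrays, and the tests of Cy5 signal and Cy5 background of the 48 hr replicate 2 array, were chosen after the result was seen. Leaving out each replicate was planned for the zinc finger set, and the value without replicate 1 was taken as a test of that replicate after it was seen. In 36 groups of 4 to 8 arrays a single array far from the others was looked for with Dixon's limit, 4 were found and 1.8 arise by chance.

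At 48 hr, replicate 2 suffix 5 array 1 stood apart from the other 5 arrays of its replicate in 2 measures. The SD of its log2 ratios was 0.78 against 0.31 to 0.39, and 23.7% of its spots were at or below background (mean of both dyes) against 1.01% to 5.11%. By dye the share was 44.0% in Cy5 and 3.26% in Cy3. A first test, planned as the mean of both dyes, argued against a signal close to background, since its median signal over median background of 2.93 lay among those of the others. It speaks only against weak signal in both dyes. In Cy5 alone the ratio was 1.08, the lowest of the 6 arrays, but this follows from the share of Cy5 spots at or below background and decides nothing. The median Cy5 background was 1765 against 796 to 943 in the other 5 arrays, 1.87 times the highest of them, while the median Cy5 signal was 1912 against 2140 to 3098. A Cy5 background raised over the whole slide may therefore account for the spots at or below background. Whether it also widened the ratios was not tested. High background over part of the slide is argued against, because the fullest of the 4 metagrids held 31.9% of these spots, where the fullest metagrid of the other arrays held between 29.3% and 68.2%. No biological explanation was tested.

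At 0 hr, replicate 1 suffix 5 array 3 had a mean correlation of -0.077 with the other 6 arrays of its replicate, where the nearest other array had 0.138. Its share of spots at or below background, 70.6%, was not the highest of the 7 arrays, although every array of this replicate had at least 38.9%. Its mean correlation with the arrays of the opposite suffix was -0.29, or 0.29 without turning, and its correlations with the arrays of its own suffix were 0.41 and 0.29. Dye bias may be the source of both. A wrong dye direction joined to dye bias would give the same signs, so it cannot be told apart from dye bias alone by these values and stays open. At 48 hr, replicate 1 suffix 3 array 3 had a mean correlation of 0.25, where the nearest other array had 0.40. Here 7.85% of spots were at or below background, which lay among the other 7 arrays, and its correlations with the 4 arrays of the opposite suffix were all positive, with a mean of 0.11, which argues against a wrong direction. What set this array apart stays open, and no biological explanation was tested for either array.

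The zinc finger set was higher by 0.079 in 48 hr minus 0 hr, a difference between time points that passed by camera at its preset correlation and not by fry. Of the 10 splits of these 6 replicates, 9 gave at least as large a set difference, so chance cannot be excluded, and 10 splits can give no share under 0.05. For the difference of 0.13 at 48 hr itself, a rise of dimmer probes as a whole is argued against, because 0.01% of 10000 random sets matched on intensity reached the set's mean. Dye bias is not settled by the suffixes. In replicate 1 the difference was 0.17 with suffix 3 and 0.59 with suffix 5. The single suffix 3 arrays ranged from -0.18 to 0.46, so the sign of their mean is uncertain. Without replicate 1 the difference was 0.00075, so replicate 1 alone carried it, with 7 of its 8 arrays positive. The log2 ratios of its arrays were also wider, with a median SD of 0.81 against 0.38 in replicate 2 and 0.31 in replicate 3. The 48 hr set difference was 0.054 in single arrays with array weights and 0.089 with scaling between arrays. It still passed in both, and over all alternatives it ran from 0.00075 to 0.23. Whether something in the epithelia or the RNA of that replicate is the source stays open, and neomycin as a source was not separated from it.

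The core list of the study was higher by 0.59 in 24 hr minus 0 hr and by 0.48 in 48 hr minus 0 hr, with adjusted p values by camera of 0.0110 and 0.0204 and by fry of 0.213 for both. The higher value at 24 hr held for 5 of the 6 genes. Of 10 splits of the replicates, 2 gave as large a difference for 24 hr minus 0 hr and 1, the real split, for 48 hr minus 0 hr, so chance cannot be excluded in a design of this size. A dependence of the ratio on intensity is argued against, because 0 of 10000 matched random sets reached the list's mean, and 0.01% is the smallest share the draws can give. For 24 hr minus 0 hr the list difference was 0.94 with suffix 3 and 0.24 with suffix 5. Dye bias as the whole source is argued against, because both are positive. As they differ in size, a part from dye bias stays open. The study drew the list from results that include these samples, so this choice stays among the open explanations, beside an effect of recovery time.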

How the results depend on the processing

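The odd array turned or left out (0 hr replicate 3 suffix 5 array 2) gave the only alternatives chosen after the result was seen.

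The 7 counts of probes past the adjusted threshold were 0 under every alternative to the background correction, normalization, scaling, spot measure and dim filter, and with the deposited matrix, the plain mean of arrays or each replicate left out in turn (0 to 0). Fits of each time point alone were run for the 3 single time points, and the odd array was turned or left out for the 4 counts that involve 0 hr, all with 0. At an unadjusted p under 0.05, leaving out 1 replicate of any time point gave 24 to 74 probes at 0 hr, 49 to 139 at 24 hr, 7 to 109 at 48 hr, 39 to 69 by the F test, 7 to 45 for 24 hr minus 0 hr, 28 to 96 for 48 hr minus 24 hr and 14 to 43 for 48 hr minus 0 hr. The lowest 48 hr count was without 48 hr replicate 1 and the lowest 24 hr count without 24 hr replicate 2. The counts moved where single arrays replaced replicate values. With the biological replicate as a random block there were 34 probes at 24 hr, 4 at 48 hr and 15 by the F test. With array weights as well there were 56 at 0 hr, 21 at 24 hr, 2 at 48 hr, 58 by the F test, 5 for 48 hr minus 24 hr and 12 for 48 hr minus 0 hr. With the quantification date as the random block there were 10 at 0 hr, 73 at 24 hr, 42 at 48 hr, 120 by the F test and 14 for 48 hr minus 24 hr. The methods' t-test at its 1.2-fold and unadjusted limits counted 14, 29 and 16 probes at 0 hr, 24 hr and 48 hr on replicate values, and 26, 111 and 75 over single arrays with the same trend in 80% of them, against 0 in limma with the adjusted threshold. At an adjusted p under 0.05 it counted 0 at each time point on replicate values, and 0, 64 and 41 over single arrays, with no limit on fold or trend. These fits weigh each array as further evidence, and the cause of each change was not tested here beyond the turned replicates given under the other observations.

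The zinc finger difference at 48 hr stayed positive under each alternative run for it, but at 0.00075 without replicate 1 it showed no direction. The quantification date, the time point fitted alone and the odd array were not run for this set. It no longer passed with fry (0.13, adjusted p 0.588), with camera at an estimated correlation (0.13, adjusted p 0.400) or without replicate 1. Leaving out each 48 hr replicate gave 0.00075 to 0.20. Over all its alternatives the adjusted p ran from 9.36e-09 to 0.947. The listed sets went from 2 of 12 to 0 with fry and 0 with the estimated correlation, with 2 unadjusted in each.

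Detection followed its limits by construction. The 90th percentile gave 122 probes at 0 hr. The 99th gave 27, 15 and 24 at 0 hr, 24 hr and 48 hr, 50% of array-channels gave 213, 93 and 313, and 100% gave 11, 6 and 13. The share of probes with the same sign moved to 29.8% at 0 hr and 32.8% at 24 hr without background subtraction, to 26.9% and 31.4% with print-tip loess, to 29.95% at 0 hr with median centring and to 26.1% at 0 hr with the odd array turned. The correlation between 0 hr and 24 hr fell to 0.20 with background subtraction to a floor of 0.5. The cause was not tested. The other correlations moved by less than their spread. The dye effect had 0 probes past the adjusted threshold in limma under each of its alternatives, with 52 to 105 at an unadjusted p under 0.05.

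With the replicate number as a block, the 7 counts were 0, and the zinc finger difference was 0.13 with an adjusted p of 4.53e-05 by camera. Same-numbered replicates did not deviate together: their 9 correlations ran from -0.16 to 0.065, and 0 were over 0.1. No call changed under the block.

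Signal over background limits these values, since up to 89.0% of an array's spots lay at or below background in Cy5.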

Other observations

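The tests of the mean over all 9 replicates, of the odd array's dye direction and dye bias, and of dye bias and shared control RNA behind the correlation of time points were chosen after the result was seen. The real counts were known when the tests on other splits were planned, and the counts of the other splits were not.

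Other splits of the replicates were counted at an unadjusted p under 0.05, because every adjusted count in limma was 0. For 24 hr minus 0 hr, 10 of 10 splits gave at least as many probes as the real one, for 48 hr minus 24 hr 6 of 10, and for 48 hr minus 0 hr 9 of 10. At a single time point the ratios of replicates were turned, and 2 of the 4 choices of sign gave at least as many probes at 0 hr, 2 of 4 at 24 hr and 2 of 4 at 48 hr. For the F test it was 24 of 100 drawn choices out of 256. Chance can be excluded in none of these, and the designs with 10 or 4 choices could not have excluded it. The mean over all 9 replicates, which was not a planned result, had 0 probes past the adjusted threshold in limma and 150 at an unadjusted p under 0.05 (53 higher and 97 lower), with a smallest adjusted p of 0.345. Only the real choice, 1 of 100, gave as many. A part of the neomycin/control difference that all time points share may therefore be present, as a hypothesis from the same data. Among the 5 probes with the smallest p, chosen after their values were seen, NOT56L and MTA1L1 were higher and RNF4 lower in 9 of 9 replicates. GPA33 and SIX4, lower on average, had the same sign in 8 and 7 of 9. NOT56L was above the negative controls on only 5.88% of the 0 hr arrays in either RNA.

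The correlation of time-point means, 0.49 between 0 hr and 24 hr, points the same way, although it fell to 0.20 with background subtraction to a floor of 0.5. The evidence is weaker for 48 hr, with 0.30 against 0 hr and 0.21 against 24 hr. Of 9 pairs of single replicates, 8 were positive for 0 hr with 24 hr, 6 for 0 hr with 48 hr and 5 for 24 hr with 48 hr. Dye bias is argued against, because means of 1 suffix at a time point correlated with means of the opposite suffix at another by 0.22 on average. A first dye test set the dye effect against the mean ratio (r = -0.25); it was judged to depend on the unequal spread of the suffixes and was replaced. Control RNA shared within a replicate number is argued against, as the mean correlation of same-numbered pairs minus that of other pairs was -0.051. Removing a loess trend on intensity left 0.40 between 0 hr and 24 hr, which argues against that trend as the whole source there. An effect of neomycin stays open, as do differences in handling common to treated cultures.

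At 0 hr, replicate 3 suffix 5 array 2 ran opposite to the other 3 arrays of its replicate, with correlations of -0.64, -0.26 and -0.28, while those 3 correlated with each other by 0.30 to 0.46. No other array was negative with every array of its replicate. Dye bias is argued against, since without turning its highest correlation with the arrays of its own suffix was still -0.26, and unreliable dim probes are argued against, since among brighter probes the correlation with the suffix 3 array was -0.75. A wrong dye direction in the label may account for it: its mean correlation with the other 8 replicates was -0.13, against 0.19 for the mean of its 3 sister arrays, although it was positive with 48 hr replicates 2 and 3 (0.13 and 0.027). The label and the headers both name Cy5, and the array was kept as labelled. No biological explanation was tested.

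The methods' t-test over single arrays counts arrays of 1 RNA pair as independent. Under the 3 other choices of sign of the replicates, in which an effect common to all replicates is partly cancelled, it still counted a median of 25 probes at 0 hr, 78 at 24 hr and 79 at 48 hr, against 26, 111 and 75 with the real directions. Technical copies counted as independent may thus account for most of these calls, although at 24 hr the real count was above the highest turned count of 97. The union over the time course was 194 probes over single arrays and 58 on replicate values. Both are lower than the value quoted from the study above. The study, however, removed poor hybridisations by clustering and based an intensity cut-off on its control spots. All 51 arrays were kept here under a different intensity filter, so the counts are not like for like.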
